A study of Mus musculus with 8 samples.

How the data were processed

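Single-nucleus RNA sequencing was done on the livers of 8 male DIAMOND mice, a cross between inbred strains that develops fatty liver disease and, with time, liver tumours on a Western diet rich in fat and sugar. Per the labels, the livers were snap-frozen, and libraries were made with the Chromium single cell 3′ chemistry, version 3.1, which tags each captured RNA molecule with a unique molecular identifier (UMI). The 3 groups come from the sample labels: WD tumour (n = 3 mice; Western diet throughout, with tumours), RD tumour (n = 2 mice; diet reversed to standard chow after 36 weeks of Western diet, with tumours) and RD no tumour (n = 3 mice; the same reversal, no tumour detected). The labels give the end of the study as 48 weeks of age, while the series text starts the diets at 2 months of age and gives 48 weeks on Western diet. These statements disagree, and the age at sampling is therefore not used here.

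The values are counts: the authors deposited, for each mouse, a matrix of raw UMI counts per gene and barcode, written by Cell Ranger 7.0.0 per the file headers. The genome build, the annotation, the counting of intronic reads and the rule for calling cell-containing barcodes are not stated. Each file lists the same 32285 genes. Of their gene IDs, 32158 are in the reference annotation used here for positions (GENCODE release M21, mouse build GRCm38), which may not be the annotation the authors used; 38 symbols name more than 1 gene ID, and the first was used for a listed gene. The files hold no cell type annotation and no count adjusted for RNA free in the suspension.

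Nuclei with at least 300 detected genes were kept. Doublets (droplets with more than 1 nucleus) were called in each mouse with Scrublet as implemented in scanpy 1.11.5, with an expected share of 0.8% per 1000 barcodes. Its automatic threshold was used in RD tumour 1 and RD no tumour 1. In RD tumour 1 this removed 6.29% of barcodes with enough genes, where 16% were expected. In RD no tumour 1 it removed 11.8%, where 8.22% were expected. In the other 6 mice Scrublet gave no usable threshold, and the nuclei with the highest scores were removed up to the expected share. Of 80575 barcodes, 1129 had too few genes, 5589 were called doublets and 73857 were kept. Median counts per kept nucleus ranged from 1082 UMIs in RD tumour 2 to 2582 in RD no tumour 2.

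Nuclei were clustered within each mouse: counts scaled per nucleus and log-transformed, 2000 variable genes, 30 principal components, 20 nearest neighbours and Leiden clustering at resolution 1 (scikit-learn 1.9.0, python-igraph 0.11.9), which gave 214 clusters of at least 10 nuclei. Clustering of all mice together was not used, because 13 of its 43 clusters took at least 90% of their nuclei from 1 mouse, and 99.8% of the nuclei of RD tumour 1 fell into such clusters. Clusters were named "X-like" from 127 marker genes of 13 cell classes. A name needed a mean marker log2 ratio of at least 1 against the median cluster of the mouse (0.5 for hepatocytes, against a low reference, since hepatocyte RNA was present in every cluster), at least 3 markers, no second class close behind, and no more markers of another class than of its own among its 10 leading genes. For this last rule, Kupffer, monocyte, macrophage and dendritic markers counted as 1 class. Within it, a macrophage-named cluster of 51 nuclei in RD no tumour 3 was led by the Kupffer genes Cd5l, Vsig4 and Clec4f. A monocyte-named cluster of 104 nuclei in RD no tumour 1 was led by Mpo, Elane, Ctsg and Prtn3, genes of granulocyte progenitors, beside F13a1. A macrophage-named cluster of 19 nuclei in WD tumour 1 had a dendritic marker, Wdfy4, and no macrophage marker among its leading genes. A monocyte-named cluster of 63 nuclei in RD tumour 2 had as many dendritic markers (Wdfy4 and Ciita) as monocyte markers (Ccr2 and F13a1) among its leading genes and was kept; without it, the macrophage-like share of this mouse was 5.61% instead of 6.26%. Clusters led by mitochondrial genes, or with hepatocyte RNA and an above-median mitochondrial share, stayed unnamed. The markers were fixed beforehand, but these naming thresholds were set after the cluster tables were seen, with several versions tried, and before any comparison of genes, lists or shares between groups. The unnamed share was 53.3 ± 6.17% in RD tumour (SD, n = 2), 31.6 ± 6.63% in RD no tumour (SD, n = 3) and 46.7 ± 8.41% in WD tumour (SD, n = 3). Shares and class profiles rest on these rebuilt names. A comparison within the stellate/fibroblast class is not reported here. Macrophage-like nuclei are the union of clusters named Kupffer, monocyte or macrophage.

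The mouse was the replicate. Raw UMI counts were summed per mouse and class, leaving out mice with under 20 nuclei of the class, and tested with edgeR 4.0.16 (quasi-likelihood F test, TMM normalization, filterByExpr) in a model of the 3 groups over all mice, with Benjamini-Hochberg adjustment and a threshold of 0.05. A contrast needed 2 mice per group. The 4 contrasts were RD tumour against RD no tumour, WD tumour against RD no tumour, WD tumour against RD tumour, and the mean of both tumour groups against RD no tumour. Of 20 designed gene counts in 5 classes, 14 were run; the other 6 need RD tumour values in macrophage-like or T/NK-like nuclei, and RD tumour 1 had no nuclei in those classes. Counts were simulated for each class with 200 genes changed by 4-fold or 16-fold. Genes were drawn independently, from the mean of each gene and a spread that followed the mean level. On these counts the test recovered from 54% (hepatocyte-like, WD tumour against RD tumour, 15922 genes) to 84% (stellate-like, tumour against no tumour, 11597 genes) of the changed genes. Of genes changed 4-fold it recovered 22% and 69% in these contrasts, and of genes changed 16-fold 86% and 99%.

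The 7 gene lists were tested with camera (limma 3.58.1, inter-gene correlation preset at 0.01) on the same models; 19 of the 28 designed tests were run, and the Benjamini-Hochberg adjustment covers those 19. Besides camera, fry and camera with an estimated correlation were run. Shares of nuclei were compared between 5 tumour-bearing and 3 tumour-free mice, and between 3 WD and 5 RD mice, with a two-sided exact permutation test on the difference of mean log2 share (0.5 nucleus added), over 56 splits; the smallest possible p is 0.0179. Intervals on shares of 1 mouse are 95% Wilson intervals, the limit for a count of 0 is 3 counts of the total, and both cover counting error only. Ratios of summed UMIs carry exact 95% binomial intervals for counting error.

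The groups, tests, gene lists, cell type markers, the rule for named genes and most of the alternative settings were chosen before the data were examined. Named genes are, for each list test, the tested list gene with the largest absolute log2 fold change; the design also allowed genes past the threshold over all genes, and there were none. The alternatives fixed then were DESeq2 1.42.0, RLE normalization, no low-count filter, the replicate number as a block, only the groups of the contrast in the model, each mouse left out in turn, at least 1000 genes per nucleus, doublet calls kept, clustering at resolution 2, genes at or above their hepatocyte level, other denominators of shares, fry and an estimated correlation. A further 8 were added after the data were seen: nuclei with at most 5% mitochondrial UMIs, naming without the rule on leading genes, shares of named nuclei, hepatocyte-like shares with the unnamed clusters of hepatocyte RNA and an above-median mitochondrial share, all of them or only those that reached no other class, clusters of whole-library profiles as a block, and macrophage-like nuclei without the clusters of 104 and 19 nuclei or without the cluster of 63 nuclei above. The lists were not tested with DESeq2, at resolution 2, with only the contrast's groups or among genes at or above their hepatocyte level. Statistics were run in R 4.3.3 and Python 3.11.15.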

Results

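The data set holds the nuclear RNA of 8 mouse livers, 1 library per mouse, measured as UMI counts per gene and nucleus. Mice of the WD tumour group (n = 3) stayed on Western diet to the end of the study and carried hepatocellular carcinoma (HCC, the main cancer of the liver). Mice of the RD tumour group (n = 2) and the RD no tumour group (n = 3) received Western diet for 36 weeks and standard chow from then on. The former carried HCC, and no tumour was detected in the latter. RD tumour against RD no tumour asks what accompanies a tumour under the same diet. WD tumour against RD tumour asks what diet reversal changes among tumour-bearing mice. WD tumour and RD no tumour differ in both. The labels do not say whether a sampled piece contained tumour tissue.

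Total counts ranged from 17948627 UMIs in WD tumour 1 to 34363108 in RD tumour 1. Between 5757 (RD no tumour 2) and 18742 (RD tumour 1) nuclei per mouse were kept, and RD tumour 1 had exactly 20000 barcodes before filtering. The median UMI count per nucleus averaged 2141 ± 408 in RD no tumour (SD, n = 3) and 1179 ± 137 in RD tumour (SD, n = 2). Mitochondrial transcripts made up a median of 8.28% of the UMIs of a nucleus in WD tumour 1 and 8.01% in WD tumour 3, against 1.37% to 3.34% in the other 6 mice. Whole-library profiles (log2 CPM, UMIs of a gene per 1e6 UMIs) of RD tumour 1 correlated with those of the other mice at 0.786 to 0.876 across genes, whereas the other 7 mice correlated with one another at 0.922 or more. RD no tumour 1 and WD tumour 2, of different groups, were each other's nearest library (r = 0.974, across genes, which are not independent replicates). The labels give no batch. Clustering the profiles put RD tumour 1 alone, RD no tumour 1 with WD tumour 2, and the other 5 mice together.

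Of the 73857 kept nuclei, 45.0% remained unnamed. Hepatocyte-like, endothelial-like and stellate/fibroblast-like nuclei were named in all 8 mice, and cholangiocyte-like (bile duct), macrophage-like, T/NK-like and B-like nuclei in all mice except RD tumour 1. Markers of endothelial cells were higher in endothelial-like than in hepatocyte-like nuclei by a median log2 difference of 6.26 to 7.02 in 7 mice, but by 1.75 in RD tumour 1. For stellate markers the corresponding range was 6.55 to 7.72, against 2.65 in RD tumour 1. Hepatocyte markers differed little between hepatocyte-like and endothelial-like nuclei in any mouse, from -0.01 in RD no tumour 3 to 1.34 in RD no tumour 1, so hepatocyte transcripts were present in all classes. Class profiles of RD tumour 1 were thus weakly separated, and every RD tumour contrast below rests on RD tumour 1 and a second mouse.

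**Figure D1:**
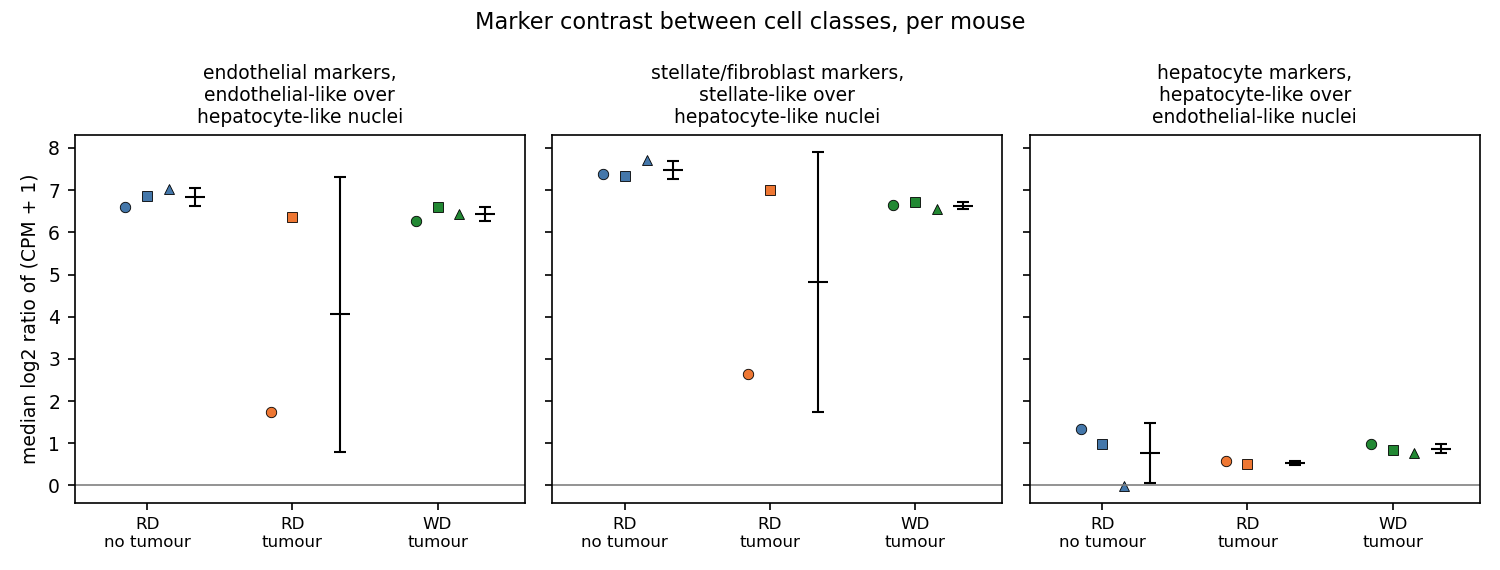
Median log2 ratio of (CPM + 1) of class markers between named classes in each mouse, by group; points are mice (circle, square and triangle for mouse 1, 2 and 3 of a group) and bars are mean and SD. RD tumour 1 lies at 1.75 and 2.65 for endothelial and stellate markers, below all other mice, and hepatocyte markers separate the classes weakly in every mouse.

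The composition of the libraries was compared by tumour status and by diet. Hepatocyte-like nuclei made up 35.7 ± 7.86% of kept nuclei in RD no tumour (SD, n = 3), 24.4 ± 5.0% in RD tumour (SD, n = 2) and 23.3 ± 3.55% in WD tumour (SD, n = 3). The mean log2 share was lower in the 5 tumour-bearing than in the 3 tumour-free mice (difference -0.58). The two-sided exact permutation test gave p = 0.0357, or 0.25 after Benjamini-Hochberg adjustment over 7 classes, so the difference did not pass the correction. With all mice, no other class came nearer. Adjusted p-values from the exact permutation test were 0.5 to 1 for tumour status and 0.982 for all 7 classes for diet. The class leaves out unnamed clusters with hepatocyte RNA and an above-median mitochondrial share. These held 38.5 ± 5.71% of kept nuclei in WD tumour, 19.4 ± 4.72% in RD no tumour (SD, n = 3 each) and 33.3 ± 3.05% in RD tumour (SD, n = 2). With them counted as hepatocyte-like, the shares were 61.8 ± 2.23%, 55.1 ± 11.8% and 57.7 ± 1.95% in the same order, and the difference turned to 0.15. No alternative moved it more on the same scale. Some of these clusters also carried markers of another class, among them 3159 nuclei in RD tumour 2 with Kupffer markers at a mean log2 ratio of 1.28. Hepatocyte markers in that cluster were at 1.46 against the low reference, and Alb, Hpx and Mup20 were among its leading genes. Without the clusters that reached another class by the naming rule, the difference was 0.061, and the share in RD tumour 2 was 22.1% instead of 56.3%. The clusters still counted in included some with leading genes of other cells. Among them were 2293 nuclei in RD tumour 1 with Camp, Ngp, Hba-a1 and Igkc among their leading genes. Others were 483 nuclei in WD tumour 2 with macrophage markers at 0.94, and 124 nuclei in RD tumour 2 led by pancreatic genes such as Cela1. The difference was -0.10 with only nuclei of at most 5% mitochondrial UMIs and -0.14 as a share of named nuclei. These alternatives were chosen after the data were seen. The lower share thus depends on how such clusters are named. Cholangiocyte-like nuclei were 3.35 ± 1.26% in WD tumour, 1.12 ± 0.143% in RD no tumour and 2.78% in RD tumour 2 (SD, n = 3 for the first 2). Macrophage-like nuclei were 5.42 ± 1.31%, 7.49 ± 2.49% and 6.26% in the same order. T/NK-like nuclei were 2.39 ± 0.267%, 3.05 ± 1.58% and 1.63%. In RD tumour 1, 0 of 18742 nuclei were in each of these classes, which allows a share of up to 0.0160% as far as counting goes. This 0 states that no cluster met the naming rule. Without RD tumour 1, the cholangiocyte-like difference by tumour status turned from -0.58 to 1.45. Its adjusted p was then 0.2 in the exact permutation test, as was that of hepatocyte-like nuclei. Whole-library marker levels of cholangiocytes, macrophages and T/NK cells in this mouse lay within the range of the other 7 mice. Pairwise comparisons of groups of 3 and 3, or 2 and 3, mice cannot go below p = 0.1 in an exact permutation test and were not tested. Dendritic, neutrophil, plasma and mesothelial clusters were named in too few mice to compare.

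**Figure D2:**
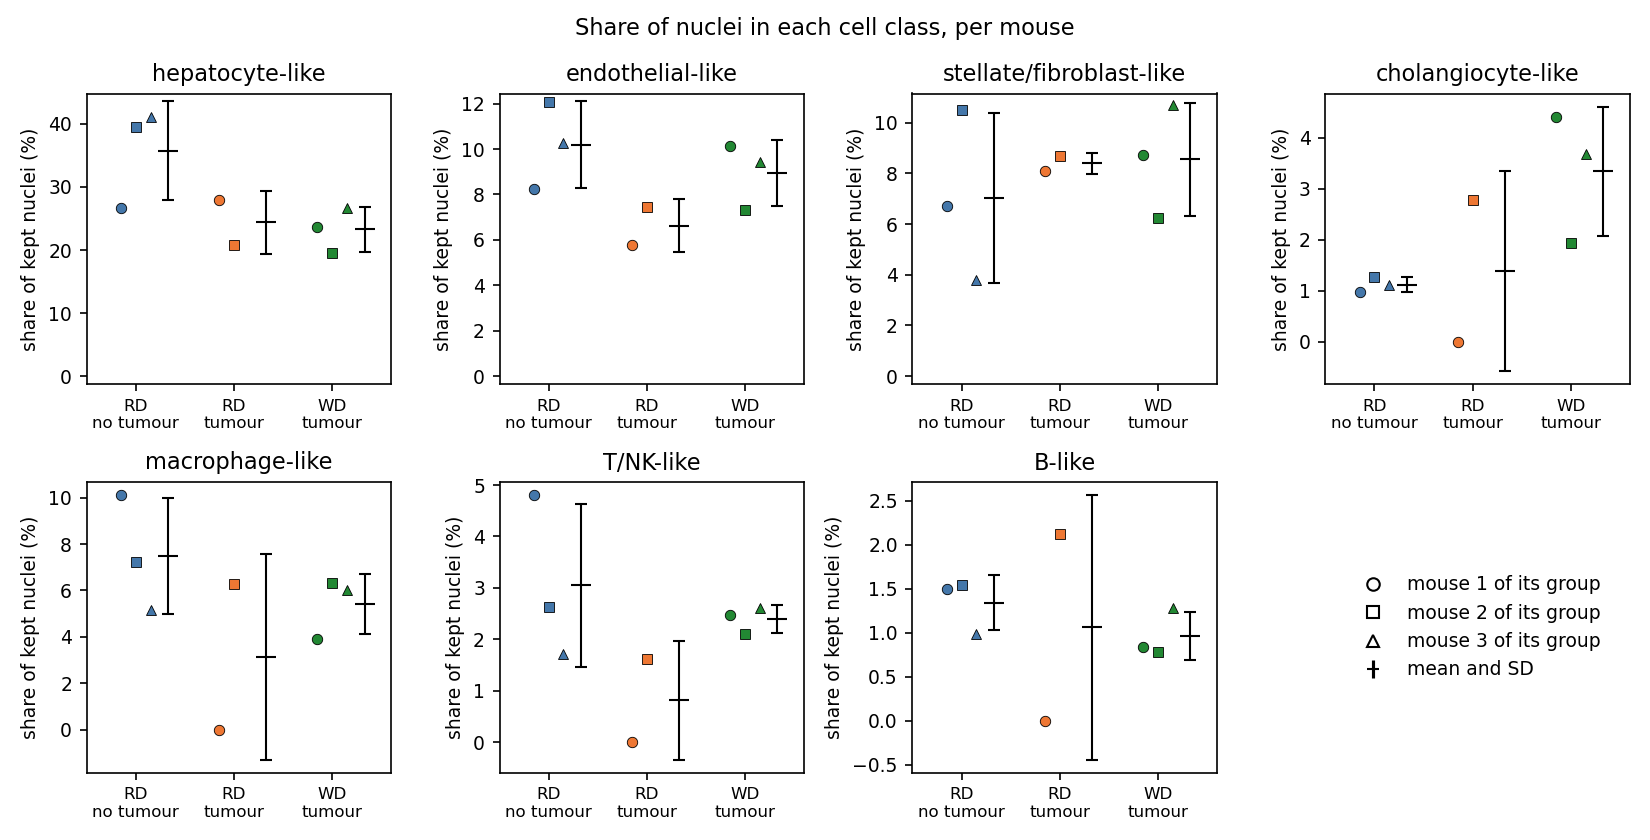
Share of kept nuclei (%) in each of 7 named cell classes, by group; points are mice (circle, square and triangle for mouse 1, 2 and 3 of a group) and bars are mean and SD. RD tumour 1 is at 0 in the cholangiocyte-like, macrophage-like, T/NK-like and B-like classes, and the hepatocyte-like share is highest in RD no tumour 2 and 3.

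Genes were tested per class in edgeR's quasi-likelihood model. In all 14 counts run, 0 genes passed a Benjamini-Hochberg adjusted p of 0.05. In hepatocyte-like nuclei (15922 genes), 2389 genes had an unadjusted p under 0.05 for RD tumour against RD no tumour, 2431 for WD tumour against RD tumour, 409 for WD tumour against RD no tumour and 981 for both tumour groups against RD no tumour. The same numbers were 1215, 1001, 256 and 589 of 11628 genes in endothelial-like nuclei and 1131, 1125, 344 and 560 of 11597 genes in stellate-like nuclei. For WD tumour against RD no tumour, the 1 contrast that could be run in immune classes, 623 of 12401 genes in macrophage-like and 177 of 7469 genes in T/NK-like nuclei had an unadjusted p under 0.05. The lowest adjusted p of any gene was 0.156 (Col15a1, stellate-like nuclei, WD tumour against RD no tumour). The highest count under any alternative was that of DESeq2 in hepatocyte-like nuclei of RD tumour against RD no tumour, with 697 genes higher and 148 lower. Other counts moved more under other settings. Without the low-count filter, 363 genes were called in endothelial-like nuclei for RD tumour against RD no tumour, where DESeq2 called 75. In T/NK-like nuclei, 57 were called for WD tumour against RD no tumour, where DESeq2 called 0. The labels give no batch. With the clusters of whole-library profiles as a block, a fit chosen after the data were seen, 10 genes passed in hepatocyte-like, 29 in endothelial-like, 18 in macrophage-like, 123 in stellate-like and 1 in T/NK-like nuclei for WD tumour against RD no tumour. In the model without a block, single genes were not told from the spread between mice. On simulated counts of the same size, that model recovered 32% of genes changed 4-fold and 91% of genes changed 16-fold in hepatocyte-like nuclei (WD tumour against RD no tumour, 15922 genes), or 61.5% of the 200 changed genes. Most 4-fold changes simulated in this contrast were thus not called. The simulation drew genes independently, with a spread that followed the mean level only, and held no library that stood apart. Recovery in the real data may therefore be lower. Genes at p under 0.05 were 2.57% of those tested in this contrast.

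The 7 lists of genes fixed beforehand were compared as sets. With camera and its preset correlation, 15 of 19 tests passed a Benjamini-Hochberg adjusted p of 0.05. None of these 15 calls held under fry (lowest adjusted p 0.110, with 5 tests at an unadjusted p under 0.05) or under camera with an estimated correlation (lowest adjusted p 0.190, with 4 such tests). Single lists moved further with other settings, up to 0.994 for cytotoxicity with doublet calls kept (camera, Benjamini-Hochberg adjusted p). The camera calls below therefore describe shifts of a list against the other genes in these mice, and do not establish differences between groups beyond the spread between mice. No list gene passed the threshold over all genes tested.

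In macrophage-like nuclei, the list of lipid-associated macrophage genes was higher in WD tumour than in RD no tumour (camera, Benjamini-Hochberg adjusted p = 5.3e-15, fry 0.110, median log2 fold change 1.01, 15 of 16 tested genes higher). Relative to the RD no tumour mean, the list's median was 0.98, 0.81 and 1.31 on the log2 scale in the 3 WD tumour mice, against -0.07, 0.08 and 0.01 in the 3 RD no tumour mice and 0.35 in RD tumour 2 (0.42 without a cluster with as many dendritic as monocyte markers, left out after the data were seen). With clusters of whole-library profiles as a block, a fit that compares mice within clusters, the adjusted p was 2.1e-24 and the median 1.01. Over the alternatives run for this list, the adjusted p ranged from 2.1e-24 to 0.190. Of the list genes, 8 passed when adjusted over the list alone (Trem2, Mmp12, Gpnmb, Atp6v0d2, Capg, Itgax, Cd63 and Lpl), and 0 over all genes tested. The largest change was that of Mmp12 (ENSMUSG00000049723, a protein-coding gene of build GRCm38 on chromosome 9, 7344381 to 7369499, plus strand): 215 ± 175 CPM in WD tumour and 13.8 ± 5.97 CPM in RD no tumour (SD, n = 3 each). Its log2 fold change was 3.87 ± 0.85 (SE, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.925). All 3 WD tumour mice were above all 3 RD no tumour mice, from 33.3 to 382 CPM against 7.79 to 19.7 CPM. RD tumour 2, at 51.6 CPM, also lay above the RD no tumour mice, and above WD tumour 2 (33.3 CPM). The summed counts behind the fold change were 655 UMIs in WD tumour and 57 in RD no tumour, a ratio of 13.4. This ratio was 6.55 without WD tumour 3 and 22.5 without WD tumour 2. DESeq2 called the gene (adjusted p = 0.000198, range over alternatives 0.000198 to 1).

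In stellate-like nuclei, the fibrosis list was higher in WD tumour than in RD no tumour (camera, Benjamini-Hochberg adjusted p = 2.4e-11, fry 0.224, median log2 fold change 0.66, 15 of 19 genes higher) and higher than in RD tumour (camera 2.4e-11, fry 0.110, median 1.11, 18 of 19 genes higher). Per mouse, the median was 0.39, 1.19 and 0.66 in WD tumour, -0.72 and 0.07 in RD tumour and -0.13 to 0.18 in RD no tumour. For RD tumour against RD no tumour the list was lower by camera (adjusted p = 0.0306, median -0.58), with RD tumour 2 at the level of RD no tumour. With doublet calls kept, camera no longer placed the list below the other genes (adjusted p = 0.712, range over alternatives 0.00381 to 0.712), although its median was still -0.12, with 12 of 20 genes lower. For both tumour groups together the list did not pass (adjusted p = 0.288, median -0.026, 9 of 19 genes higher), but it passed as higher with doublet calls kept (4.5e-05, median 0.50, 15 of 20 genes higher; range over alternatives 4.5e-05 to 0.759). Adjusted over the list alone, Col15a1, Col1a1 and Loxl1 passed for WD tumour against RD no tumour, and Col15a1 for WD tumour against RD tumour; 0 passed over all genes tested. For both tumour groups together, Col15a1 and Col1a1 passed adjusted over the list alone. For Col15a1, the RD tumour mice did not share the level of WD tumour (0.443 and 1.83 CPM). The clusters that make up the class differed between groups. Clusters with Lama2 among their leading genes held 228 and 151 of 541 nuclei in WD tumour 1, 150 and 78 of 417 in WD tumour 2 and 394 of 885 in WD tumour 3. Of RD mice, RD no tumour 2 (144 of 605 nuclei) and RD tumour 2 (231 of 839) had 1 such named cluster each and the other 3 had none. A cluster of 266 nuclei led by C7 and Lama2 in RD no tumour 1 was left unnamed by the rule on leading genes.

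Col15a1 (ENSMUSG00000028339) is a protein-coding gene on chromosome 4, 47208161 to 47313167, plus strand. It had 40.5 ± 3.77 CPM in stellate-like nuclei of WD tumour, 0.312 ± 0.540 CPM in RD no tumour (SD, n = 3 each) and 1.14 ± 0.980 CPM in RD tumour (SD, n = 2). The values in WD tumour were 38.5, 44.9 and 38.3 CPM, and 2 of the 3 RD no tumour mice had none. The unnamed cluster of 266 nuclei in RD no tumour 1 had 6.36 CPM, from 3 UMIs, and without the rule on leading genes the log2 fold change against RD no tumour was 5.005 (adjusted p = 0.723). Its log2 fold change was 6.47 ± 0.73 against RD no tumour (SE, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.156) and 5.33 ± 0.71 against RD tumour (SE, adjusted p = 0.258). Summed over mice these were 145 UMIs against 1 UMI, a ratio of 118 (95% interval 20.8 to 4690, counting error only), and against 3 UMIs, a ratio of 45.0 (15.1 to 221). The ratio to RD tumour was 22.0 without RD tumour 1 and 90.9 without RD tumour 2, each with 1 RD tumour mouse left. Without RD no tumour 1, which held the 1 UMI, the level was at least 25.0-fold higher than in RD no tumour. DESeq2 called it against RD no tumour (adjusted p = 0.000328), as did the fit of only those 2 groups (adjusted p = 0.0254), the fit without the low-count filter (0.00534), the fit with clusters of whole-library profiles as a block (0.00150) and the fits without either RD tumour mouse (0.0270 and 0.0317). Over all alternatives its adjusted p ranged from 0.000328 to 0.967, and its log2 fold change from 3.67 to 8.70. Tnc (ENSMUSG00000028364) is a protein-coding gene on chromosome 4, 63959785 to 64047015, minus strand. It was the list gene with the largest change for RD tumour against RD no tumour, at 8.19 ± 7.82 CPM against 38.4 ± 16.5 CPM (SD, n = 2 and 3; log2 fold change -2.46 ± 0.98 SE, edgeR quasi-likelihood adjusted p = 0.507).

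In hepatocyte-like nuclei, genes of sterol synthesis were lower in RD tumour than in RD no tumour (camera, Benjamini-Hochberg adjusted p = 4.6e-11, fry 0.110, median log2 fold change -1.38, 17 of 18 genes lower) and higher in WD tumour than in RD tumour (camera 3.7e-07, fry 0.162, median 1.08, 18 of 18 genes higher). Both RD tumour mice lay below all other mice, with medians of -1.66 and -1.04, while WD tumour mice had -0.61, -0.27 and 0.23 and RD no tumour mice -0.15 to 0.18. For both tumour groups together the list was lower (camera 2.3e-11, fry 0.119, median -0.81). The smaller shift for WD tumour against RD no tumour (camera 0.00310, median -0.20, 14 of 18 genes lower) was no longer past the threshold without WD tumour 1 (adjusted p = 0.186) or without WD tumour 2 (0.0914); its range over alternatives was 3.2e-09 to 0.521. Adjusted over the list alone, 12 genes passed for RD tumour against RD no tumour, 7 for both tumour groups together, 2 for WD tumour against RD tumour and 0 for WD tumour against RD no tumour, against 0 over all genes tested. Idi1 (ENSMUSG00000058258) is a protein-coding gene on chromosome 13, 8885501 to 8892451, plus strand. It had 12.4 ± 10.0 CPM in RD tumour (SD, n = 2), 55.8 ± 18 CPM in RD no tumour and 26.7 ± 14.5 CPM in WD tumour (SD, n = 3 each). Its log2 fold change was -2.29 ± 0.70 for RD tumour against RD no tumour (SE, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.267), -1.12 ± 0.58 for WD tumour against RD no tumour (adjusted p = 1.00) and -1.70 ± 0.51 for both tumour groups (adjusted p = 0.783). Fdft1 (ENSMUSG00000021273) is a protein-coding gene on chromosome 14, 63145150 to 63179578, minus strand. It had 15.2 ± 6.23 CPM in RD tumour (SD, n = 2) and 52.8 ± 20.7 CPM in WD tumour (SD, n = 3), with a log2 fold change of 1.87 ± 0.47 (SE, edgeR quasi-likelihood adjusted p = 0.303).

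The list of lipogenesis and lipid droplet genes in hepatocyte-like nuclei was higher in WD tumour than in RD no tumour (camera, Benjamini-Hochberg adjusted p = 1.3e-06, fry 0.484, median log2 fold change 0.58, 14 of 20 genes higher) and higher than in RD tumour (camera 1.3e-05, fry 0.243, median 1.28, 15 of 20 genes higher). It passed the threshold neither for RD tumour against RD no tumour (camera 0.0528, 13 of 20 genes lower) nor for both tumour groups (camera 0.57, higher against the other genes, but with a median of -0.098 and 8 of 20 genes higher). Mice overlapped: the medians were 0.84, 0.03 and 0.50 in WD tumour, -0.23 to 0.26 in RD no tumour, and -1.19 and -0.03 in RD tumour. Without WD tumour 1, the median for WD tumour against RD no tumour was 0.23 and the adjusted p was 0.0368. The range over alternatives was 1.2e-12 to 0.484. Adjusted over the list alone, Srebf1 and Pnpla3 passed for WD tumour against RD no tumour and Srebf1, Acaca and Elovl6 for WD tumour against RD tumour, against 0 over all genes tested. Pnpla3 (ENSMUSG00000041653) is a protein-coding gene on chromosome 15, 84167837 to 84187236, plus strand. It had 3.25 ± 1.61 CPM in WD tumour and 0.385 ± 0.217 CPM in RD no tumour (SD, n = 3 each), from 99 and 15 UMIs, with a log2 fold change of 3.06 ± 0.74 (SE, edgeR quasi-likelihood adjusted p = 1.00). It also led the list for both tumour groups together (2.38 ± 0.70, SE, adjusted p = 0.783). Thrsp (ENSMUSG00000035686) is a protein-coding gene on chromosome 7, 97412938 to 97417730, minus strand. It had 212 ± 202 CPM in WD tumour and 90.1 ± 97.0 CPM in RD no tumour (SD, n = 3 each), and 14.8 ± 2.02 CPM in RD tumour (SD, n = 2). Its values within both groups of 3 ranged from under 9 to over 190 CPM (8.69 to 412 and 8.56 to 197), and the differences from RD tumour were within that spread (log2 fold change -2.78 ± 1.63 for RD tumour against RD no tumour and 3.98 ± 1.73 for WD tumour against RD tumour; edgeR quasi-likelihood adjusted p = 0.438 and 0.33).

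**Figure D3:**
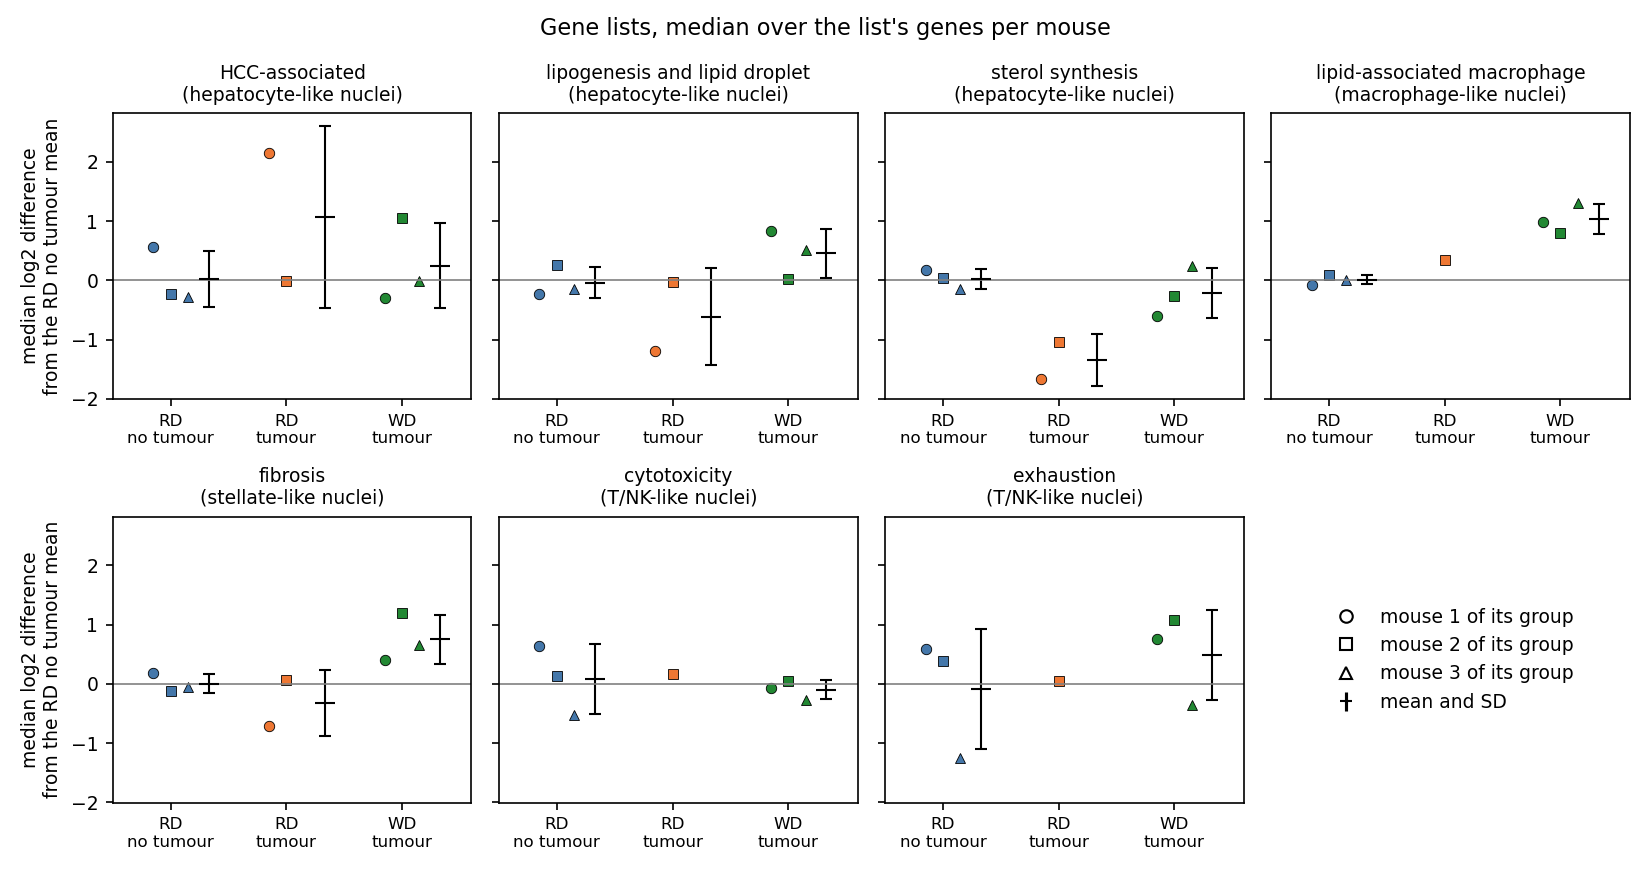
Median over the genes of each list of the log2 difference from the RD no tumour mean, per mouse, by group; points are mice (circle, square and triangle for mouse 1, 2 and 3 of a group) and bars are mean and SD. All 3 WD tumour mice lie above the RD no tumour mice for the lipid-associated macrophage and fibrosis lists, both RD tumour mice lie lowest for sterol synthesis (-1.66 and -1.04), and the HCC-associated list is high in RD tumour 1 (2.16) and WD tumour 2 (1.05) but not in the other 3 tumour-bearing mice.

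The HCC-associated list in hepatocyte-like nuclei was higher in RD tumour than in RD no tumour (camera, Benjamini-Hochberg adjusted p = 0.00194, fry 0.484, median log2 fold change 2.37, or 2.16 with H19, which had 1 UMI in RD tumour and 0 in RD no tumour, left out, 16 of 19 genes higher). It was higher in both tumour groups together (camera 0.00201, fry 0.515, median 1.498, 15 of 19 genes higher), lower in WD tumour than in RD tumour (camera 0.0257, fry 0.515, 14 of 19 genes lower), and did not pass for WD tumour against RD no tumour (camera 0.0652, 13 of 19 genes higher). Single mice carried these values: the median was 2.16 in RD tumour 1 but -0.01 in RD tumour 2, and 1.05 in WD tumour 2 but -0.30 and -0.01 in WD tumour 1 and 3. In RD no tumour it was 0.57, -0.23 and -0.29, so that the tumour-free RD no tumour 1 lay above 3 of the 5 tumour-bearing mice. Without WD tumour 2, the list for both tumour groups was no longer past the threshold (adjusted p = 0.0760, range over alternatives 6.5e-05 to 0.521), and that for WD tumour against RD no tumour turned lower (0.0914, range 9.3e-05 to 0.735). No fit without RD tumour 1 was run for the RD tumour contrasts, because a contrast needed 2 mice per group. In the 4 contrasts, 0 genes passed adjusted over the list alone, as over all genes tested. The list's cell cycle genes (Mki67, Top2a, Cdk1 and Ccnb1) averaged 51.7 CPM in hepatocyte-like nuclei of RD tumour 1 and 0.312 to 4.32 CPM in the other 7 mice; within RD tumour 1 they were higher still in endothelial-like (76.1 CPM) and stellate-like nuclei (79.4 CPM).

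Prom1 (ENSMUSG00000029086) is a protein-coding gene on chromosome 5, 43993620 to 44102032, minus strand. It had 37.9 CPM in hepatocyte-like nuclei of RD tumour 1, 1.76 CPM in RD tumour 2 and 0.272 ± 0.297 CPM in RD no tumour (SD, n = 3). Its log2 fold change was 6.03 ± 1.55 for RD tumour against RD no tumour (SE, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.264). H19 (ENSMUSG00000000031) is a long noncoding RNA gene on chromosome 7, 142575529 to 142578143, minus strand. It had 0.361, 4.06 and 1.12 CPM in the WD tumour mice and no UMI in any RD no tumour mouse. With 52 UMIs against 0, it was at least 24.7-fold higher in WD tumour than in RD no tumour (edgeR quasi-likelihood adjusted p = 1.00), and at least 15.2-fold higher for both tumour groups together (adjusted p = 0.783). Against RD tumour, with 1 UMI, the ratio was 34.0 (95% interval 5.85 to 1370, counting error only, adjusted p = 0.303). These values rest largely on WD tumour 2. Without it, 17 UMIs remained in WD tumour, the limits were 11.4-fold and 6.29-fold, and the ratio to RD tumour was 15.7 (2.47 to 658).

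**Figure D4:**
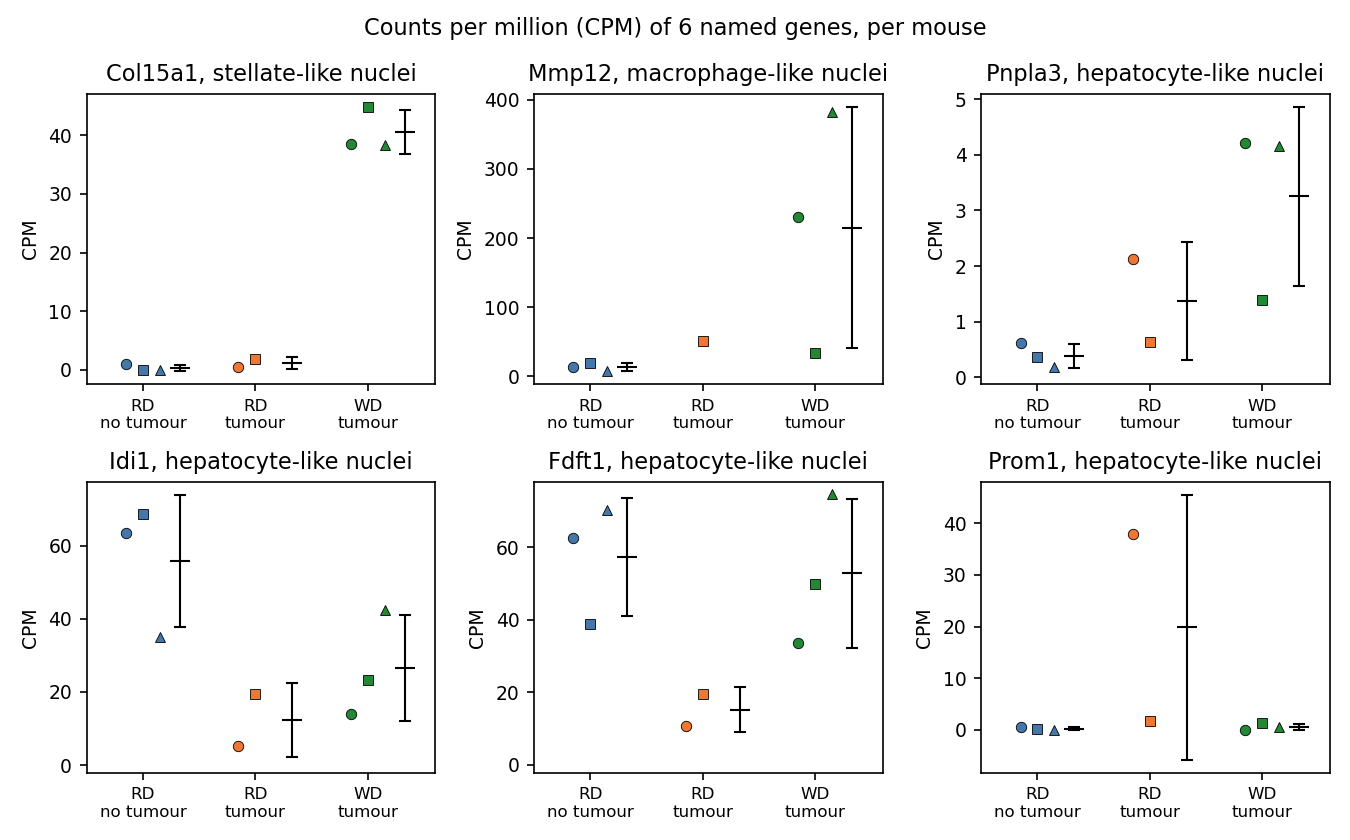
CPM of 6 named genes in the class named above each panel, per mouse, by group; points are mice (circle, square and triangle for mouse 1, 2 and 3 of a group), bars are mean and SD, and RD tumour 1 has no macrophage-like nuclei. Col15a1 lies between 38.3 and 44.9 CPM in WD tumour and under 2 CPM elsewhere, whereas the level of Prom1 in RD tumour comes from 1 mouse (37.9 CPM).

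In T/NK-like nuclei, which numbered 140 to 435 per mouse in the 7 mice with the class, genes of cytotoxicity were lower in WD tumour than in RD no tumour by camera (Benjamini-Hochberg adjusted p = 0.0327, fry 0.619, median log2 fold change -0.33, 14 of 15 genes lower), and genes of exhaustion were higher (camera 0.0469, fry 0.685, median 0.31, 8 of 9 genes higher). Per mouse the groups overlapped, with cytotoxicity medians of -0.06, 0.04 and -0.27 in WD tumour against 0.64, 0.13 and -0.53 in RD no tumour. For exhaustion they were 0.75, 1.07 and -0.37 against 0.59, 0.39 and -1.26. The cytotoxicity list turned higher without RD no tumour 1 (adjusted p = 0.498, median 0.10, range of p over alternatives 8.9e-05 to 0.994). Without RD no tumour 3, camera placed the exhaustion list below the other genes (0.696, range 8.0e-05 to 0.860), although its median was still 0.061, with 5 of 9 genes higher. No gene of either list passed adjusted over the list alone or over all genes tested. The genes with the largest changes were Ctsw (ENSMUSG00000024910, chromosome 19, 5465043 to 5468507, minus strand), at 54.2 ± 17.5 CPM in WD tumour and 77.6 ± 15.8 CPM in RD no tumour, and Tnfrsf9 (ENSMUSG00000028965, chromosome 4, 150914562 to 150946102, plus strand), at 10.6 ± 13.8 and 46.1 ± 53.7 CPM (SD, n = 3 each; edgeR quasi-likelihood adjusted p = 1.00 for both). Tnfrsf9, a gene of the exhaustion list, was lower, against the direction of its list.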

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

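The tests on UMIs per nucleus, on fewer cells of a class, on the rule for leading genes, on free pancreatic RNA and on pancreatic tissue were chosen only after the result was seen.

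RD tumour 1 stood apart in the shares of 4 classes. Its share of 0 was set against the 5 tumour-bearing mice and against the 5 RD mice. The measure was the gap to the nearest mouse divided by the range, on log2 shares with 0.5 nucleus added. Among tumour-bearing mice this ratio was 0.890 for cholangiocyte-like, 0.939 for macrophage-like, 0.931 for T/NK-like and 0.851 for B-like nuclei. Among RD mice it was 0.851, 0.918, 0.856 and 0.886 in the same order. Of 14 such comparisons over 7 classes, 8 were beyond the 95% critical value, all of them from RD tumour 1. Chance alone puts about 5% of groups beyond it, and the 8 are not independent, since they come from 1 library and share mice. A count of 0 has no log, so the added 0.5 nucleus sets how far RD tumour 1 lies from the other mice. Neither these ratios nor the 5% can therefore measure chance here, and the 8 show only that no nucleus was named. In percent of kept nuclei, the other mice had 0.982 to 4.40 (cholangiocyte-like), 3.92 to 10.1 (macrophage-like), 1.63 to 4.80 (T/NK-like) and 0.779 to 2.13 (B-like).

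Several technical explanations met values against them. Low depth per nucleus alone is excluded, because RD tumour 2 had a lower median of 1082 UMIs and all 4 classes. Fewer cells of the class would lower its markers over the whole library. Relative to the median of the other 7 mice, on the log2 scale, these were at -0.21 for cholangiocytes, 0.66 for macrophages and -0.38 for T/NK cells, within the range of the other mice. For B cells the level of -0.58 lay below the lowest other mouse (-0.38), so fewer B cells stay open. The library had 20000 barcodes, and surplus barcodes with little RNA of their own could blur clusters. When only the 8261 barcodes with most UMIs were clustered, the 4 classes still had 0 nuclei. Naming without the rule on leading genes also gave 0 nuclei. With doublet calls kept, 44 nuclei were named in these classes.

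RNA shared between nuclei through the suspension had the value it needs: the mean contrast of markers between named classes was 1.66 on the log2 scale in RD tumour 1, against 4.59 to 5.11 in the other 7 mice. Any mixing was not complete, as some clusters kept profiles of their own. A cluster of 343 nuclei had Lilr4b, Pld4, Mir142hg, Lilrb4a and Aoah, genes of immune cells, among its leading genes, but stayed unnamed with a mean log2 ratio of 0.27 for macrophage markers. A mesothelial-named cluster of 78 nuclei reached 3.57, against 5.26 to 5.69 in 3 other mice, and a neutrophil-named cluster of 29 nuclei 1.62, against 3.34 to 6.27 in 2 other mice. A candidate explanation for the missing classes is therefore partial mixing of RNA in the preparation of this library. This remains a hypothesis, and a difference in the tissue of this mouse, such as its tumour, stays open and was not tested. Doublets left in the library stay open too, as 6.29% of its barcodes were removed as doublets where 16% were expected.

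A cluster of 124 nuclei in RD tumour 2, or 1.29% of its kept nuclei, was led by genes of pancreatic acinar cells, which make digestive enzymes; they were 7 of its 10 leading genes. Its nuclei are part of the kept nuclei from which all shares of this mouse are taken. Otherwise it enters no comparison between groups except the hepatocyte-like share with clusters of a high mitochondrial share counted in. The 12 genes of an acinar list, written after the cluster was seen, took 12509 CPM in the cluster and 375 CPM in the other nuclei of the mouse. This ratio of 33.4 argues against RNA free in the suspension as the whole cause. Hepatocytes that had switched on these genes would keep the hepatocyte markers, and the value this needs is there: their median was 1082 CPM in the cluster and 1070 CPM in hepatocyte-like nuclei. It was 446 CPM in stellate-like, 492 CPM in endothelial-like, 513 CPM in T/NK-like, 663 CPM in cholangiocyte-like and 882 CPM in B-like nuclei of this mouse. Hepatocyte RNA was thus present in all these classes, and its level alone cannot show that the nuclei of the cluster are hepatocytes. A list of 7 islet genes had 572 UMIs in this library and 1 to 5 UMIs in each of the other 7, a CPM ratio of 102 to the highest of them, and the acinar list was 51.2 times the highest of them. A separate cluster of 13 nuclei had Ins1 among its leading genes. Pancreatic tissue in the sampled piece, or carried over in handling, is a candidate source of both the acinar and the islet RNA. Hepatocytes with acinar genes switched on stay open for the cluster of 124 nuclei. They would not by themselves account for the islet RNA, as Ins1 was at 0 CPM in that cluster. No other biological explanation was tested.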

How the results depend on the processing

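The fits restricted to nuclei with at most 5% mitochondrial UMIs, without the rule on leading genes, with shares of named nuclei, with unnamed clusters of hepatocyte RNA and an above-median mitochondrial share counted as hepatocyte-like (all, or those that reached no other class), with clusters of libraries as a block, without 2 macrophage-like clusters led by genes of other myeloid cells and without 1 with as many dendritic as monocyte markers were chosen after seeing the data, as were the counts of splits. Except where stated, the cause was not tested.

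The 14 counts of genes were 0 and stayed 0 under RLE normalization, at least 1000 genes per nucleus, doublet calls kept, resolution 2, at most 5% mitochondrial UMIs and naming without the rule on leading genes. RLE moved the median fold change of all genes by at most 0.024. With DESeq2, the counts for RD tumour against RD no tumour, WD tumour against RD no tumour, WD tumour against RD tumour and both tumour groups were 845, 33, 600 and 67 in hepatocyte-like, 75, 5, 3 and 8 in endothelial-like, and 39, 32, 29 and 7 in stellate-like nuclei. For WD tumour against RD no tumour it called 15 genes in macrophage-like and 0 in T/NK-like nuclei, where 177 had an unadjusted p under 0.05 in edgeR. Without the low-count filter, the counts were 363, 6, 159 and 18 in endothelial-like nuclei, 4 in stellate-like nuclei for WD tumour against RD no tumour, 1 against RD tumour and 3 for both groups, 1 in macrophage-like and 57 in T/NK-like nuclei. With only the groups of the contrast, 3 genes were called in stellate-like nuclei for WD tumour against RD no tumour. With clusters of libraries as a block, 10 genes were called in hepatocyte-like, 29 in endothelial-like, 18 in macrophage-like, 123 in stellate-like and 1 in T/NK-like nuclei for that contrast. These 123 stellate genes contained all 32 genes that DESeq2 called, and the 29 endothelial genes all 5. In the other classes fewer were shared, with 3 of the 33 DESeq2 genes in hepatocyte-like and 7 of 15 in macrophage-like nuclei. Without the 2 macrophage-like clusters led by genes of granulocyte progenitors or dendritic cells, the count in macrophage-like nuclei was 0, with 634 of 12205 genes at an unadjusted p under 0.05, and the lipid-associated macrophage list kept its call (adjusted p = 3.7e-16, median 1.09, within 2.1e-24 to 0.190).

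Leaving out 1 mouse in turn gave from 0 to 2 genes for both tumour groups in endothelial-like nuclei and in stellate-like nuclei (6 fits each, 2 without RD no tumour 1), from 0 to 3 in macrophage-like nuclei (7 fits, 3 without RD no tumour 1) and from 0 to 3 in stellate-like nuclei for WD tumour against RD no tumour (8 fits, 3 without RD tumour 1 or RD tumour 2). Fits without an RD tumour mouse give no value for the RD tumour contrasts. In ratios of summed UMIs of RD tumour to RD no tumour, leaving out RD tumour 1 took Prom1 from 96.5 to 7.38, Idi1 from 0.207 to 0.362 and Tnc from 0.172 to 0.376.

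Under fry, the 15 list calls by camera had Benjamini-Hochberg adjusted p-values above 0.05. They were 0.484 (RD tumour against RD no tumour), 0.515 (WD tumour against RD tumour) and 0.515 (both tumour groups) for the HCC-associated list. For lipogenesis they were 0.484 (WD tumour against RD no tumour) and 0.243 (against RD tumour), and for sterol synthesis 0.110, 0.515, 0.162 and 0.119 in the order of the contrasts given for DESeq2. They were 0.110 for the lipid-associated macrophage list, 0.515, 0.224 and 0.110 for the first 3 contrasts of the fibrosis list, 0.619 for cytotoxicity and 0.685 for exhaustion. Camera with an estimated correlation gave, in the same order, 0.521, 0.551, 0.521, 0.309, 0.345, 0.205, 0.521, 0.309, 0.205, 0.190, 0.551, 0.205, 0.205, 0.551 and 0.551. Both tests allow genes of a list to vary together between mice, which the preset correlation of camera holds at 0.01.

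With camera, calls changed as follows. A list is said to turn when camera's direction, which sets it against the other genes, turned. The median fold change kept its sign for fibrosis (-0.12) and cytotoxicity (-0.051) with doublet calls kept, and for exhaustion without RD no tumour 3 (0.061). For lipogenesis in both tumour groups it was below 0 before and after the turn, at -0.098 with all mice, -0.27 without RD no tumour 1 and -0.16 without WD tumour 1. The HCC-associated list for WD tumour against RD no tumour passed without the low-count filter (adjusted p = 0.0299), with doublet calls kept (0.0423) and with clusters of libraries as a block (0.0124), within a range of 9.3e-05 to 0.735. Lipogenesis for RD tumour against RD no tumour passed without the filter (0.0147), with doublet calls kept (0.0448) and without the rule on leading genes (0.0384), within 0.0130 to 0.551. For the fibrosis list, RD tumour against RD no tumour lost the call without the filter (0.0822) and turned with doublet calls kept (0.712), within 0.00381 to 0.712. Both tumour groups passed with doublet calls kept (4.5e-05, within 4.5e-05 to 0.759). Cytotoxicity turned with at least 1000 genes per nucleus (0.675) and with doublet calls kept (0.994), within 8.9e-05 to 0.994. Exhaustion lost the call without the filter (0.0607) and with at most 5% mitochondrial UMIs (0.435), within 8.0e-05 to 0.860.

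Across the fits that each left out 1 mouse, adjusted p-values ranged as follows. The HCC-associated list ranged from 9.3e-05 to 0.461 for WD tumour against RD no tumour (without WD tumour 2 it turned, 0.0914; without RD no tumour 1 or WD tumour 1 it passed, 0.00194 and 9.3e-05). It ranged from 0.000251 to 0.181 for WD tumour against RD tumour (0.181 without WD tumour 1) and from 6.5e-05 to 0.0760 for both tumour groups (0.0760 without WD tumour 2). Lipogenesis ranged from 0.0130 to 0.286 for RD tumour against RD no tumour, passing without RD no tumour 1 (0.0130), RD no tumour 3 (0.0219), WD tumour 1 (0.0368) or WD tumour 3 (0.0386). For both tumour groups it ranged from 0.0914 to 0.986 and turned without RD no tumour 1 (0.498) or WD tumour 1 (0.461). Sterol synthesis for WD tumour against RD no tumour ranged from 3.2e-09 to 0.186 (0.186 without WD tumour 1, 0.0914 without WD tumour 2). Fibrosis for RD tumour against RD no tumour ranged from 0.0171 to 0.0915 (0.0915 without RD no tumour 1). Cytotoxicity ranged from 8.9e-05 to 0.498, turning without RD no tumour 1 (0.498) and losing the call without RD no tumour 2 (0.103), WD tumour 2 (0.0772) or WD tumour 3 (0.105). Exhaustion ranged from 8.0e-05 to 0.860, turning without RD no tumour 3 (0.696) and losing the call without WD tumour 1 (0.131) or WD tumour 2 (0.860). The lipid-associated macrophage list kept its camera call in these fits (2.9e-20 to 4.0e-11), as did the fibrosis list for WD tumour against RD no tumour (2.2e-13 to 6.3e-06).

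Replicate numbers did not pair the mice: of 7 pairs with the same number, 3 had deviations that correlated at over 0.1 across 10463 genes, with a range of -0.68 to 0.51. With the replicate number as a block, the 14 gene counts were 0. The HCC-associated list passed for WD tumour against RD no tumour (camera adjusted p = 0.0157) and not against RD tumour (0.0865), lipogenesis passed for RD tumour against RD no tumour (0.0176) and cytotoxicity did not (0.0505). The block changed no other call.

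No share passed the correction in any setting. Directions turned as follows, as differences of mean log2 share. With at least 1000 genes per nucleus, tumour-bearing against no tumour was 0.26 for endothelial-like and 0.11 for cholangiocyte-like nuclei. As a share of named nuclei, the endothelial-like difference was 0.084. With all unnamed clusters of hepatocyte RNA and an above-median mitochondrial share counted as hepatocyte-like, the hepatocyte-like difference was 0.15 by tumour status and 0.15 by diet. With only those that reached no other class, it was 0.061 and 0.52; the naming of these clusters is the cause, as nothing else was changed. For WD against RD, the endothelial-like difference was -0.10 among nuclei that were not hepatocyte-like. With at most 5% mitochondrial UMIs it was -0.46, with 0.58 for hepatocyte-like and -0.0050 for stellate-like nuclei. For the untransformed share, in percentage points, it was 1.44 for cholangiocyte-like nuclei by tumour status, and -0.324 for macrophage-like and -0.265 for B-like nuclei by diet. Here the construction shows the cause, since the log of the 0 share of RD tumour 1 weighs heavily.

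Leaving out 1 mouse gave differences by tumour status from -0.0069 to 0.72 for stellate-like (-0.0069 without RD no tumour 3) and from -1.22 to 1.45 for cholangiocyte-like nuclei (1.45 without RD tumour 1). By diet, they ran from -0.075 to 0.20 for endothelial-like (-0.075 without RD tumour 1, -0.031 without WD tumour 1) and from -0.0071 to 0.43 for stellate-like nuclei (-0.0071 without RD no tumour 3). They ran from -0.39 to 2.58 for macrophage-like, from -0.032 to 2.67 for T/NK-like and from -0.65 to 1.76 for B-like nuclei, each lowest without RD tumour 1.

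The named genes kept their direction in all settings that gave a value, and 11 of 196 comparisons with other settings and 2 of 117 with a mouse left out passed the threshold. These were Col15a1, whose log2 fold change for WD tumour against RD no tumour ranged from 5.795 to 8.70 with a mouse left out, and with DESeq2 also Prom1, H19, Idi1, Fdft1 and Mmp12. Keeping doublet calls allowed macrophage-like contrasts with RD tumour, with 0 genes called and no value to compare with. Without the cluster of 63 nuclei with as many dendritic as monocyte markers, the macrophage-like share of RD tumour 2 was 5.61% and its lipid-associated macrophage median 0.42.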

Other observations

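The counts of splits, the tests among nuclei with at most 5% mitochondrial UMIs and the test of a library batch were chosen only after the result was seen.

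For WD tumour against RD no tumour, the 6 mice can be split in 10 ways, so no share under 0.1 can be reached. The count of genes was 0 in each of the 5 classes, so 10 of 10 splits gave as many by construction, which decides nothing. The highest count of a split was 252 in T/NK-like, 1 in stellate-like and 0 in hepatocyte-like, endothelial-like and macrophage-like nuclei. A p-value by camera as small as the real one came in 1 of 10 splits for the lipid-associated macrophage list, 1 for fibrosis, 3 for lipogenesis, 4 for sterol synthesis, 6 for cytotoxicity, 6 for exhaustion and 7 for the HCC-associated list. For both tumour groups against RD no tumour, 100 of 560 labelings were drawn. The counts of genes were 0 here too, so all 100 splits gave as many in hepatocyte-like, endothelial-like and stellate-like nuclei, again by construction. Their highest counts were 10, 622 and 258 genes in the same order. As small a p-value came in 5 of 100 for sterol synthesis, 45 for the HCC-associated list, 71 for fibrosis and 82 for lipogenesis. Over the 10 splits, the median unadjusted p of camera was 0.00648 for the lipid-associated macrophage list and 0.00929 for fibrosis (permutation of the groups). Camera with its preset correlation thus gave small p-values for other groupings of these mice too. Those groupings still hold the real groups in unequal parts, so a real difference could also lower their p-values, and the cause is not decided.

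The lipid-associated macrophage list was higher in WD tumour, where mitochondrial shares were also highest. Cytoplasmic RNA that stayed with the nuclei is argued against as the whole cause, as the median log2 fold change was 0.88 among nuclei with at most 5% mitochondrial UMIs. Hepatocyte RNA in the suspension is argued against by the hepatocyte markers in the class, at -0.044. Among Kupffer-named nuclei alone the list still rose by a median of 0.73, with 12 of 16 genes higher, which argues against another mix of Kupffer, monocyte and macrophage clusters as the whole cause. A response of macrophages to continued Western diet, to the tumour or to both is a hypothesis that stays open, because this contrast differs in both and chance was not excluded by the 10 splits.

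The fibrosis list in stellate-like nuclei was higher in WD tumour with a median of 0.78 among nuclei with at most 5% mitochondrial UMIs, and hepatocyte markers in the class were at 0.02, which argues against cytoplasmic and hepatocyte RNA as the whole cause. The 5 stellate genes Reln, Lrat, Ecm1, Hgf and Colec11 were all lower, with a median of -0.67. Another mix of stellate cells and fibroblasts and a change within stellate cells would both give this. They cannot be told apart here, because clusters with Lama2 among their leading genes were part of the class in all 3 WD tumour mice but in only 1 of the 3 RD no tumour mice. Col15a1, the gene with the largest change, may mark either.

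Cell cycle genes of the HCC-associated list were highest in hepatocyte-like nuclei of RD tumour 1. If these nuclei were dividing, other classes of the mouse would hold less of these transcripts, but the level in hepatocyte-like nuclei was 0.651 of that in the higher of endothelial-like and stellate-like nuclei. RNA of dividing cells shared through the suspension has the value it needs and is a candidate explanation. The highest level, 111 CPM or 2.15 times that in hepatocyte-like nuclei, was in a cluster of 1333 nuclei led by Kif4, Kif15, Kif23, Mki67, Diaph3 and Top2a. This cluster stayed unnamed, with a mean log2 ratio of 0.21 for its best class, dendritic cells, and 0.25 for hepatocyte markers. The high HCC-associated list in RD tumour 1 stays open between tumour cells and mixed profiles.

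RD no tumour 1 and WD tumour 2 were each other's nearest library although their diets and tumour status differed. They were also nearest to each other within 5 of 5 classes. This cannot exclude another mix of classes as the cause. Hepatocyte RNA was present in all classes, so RNA in the suspension could carry a shared mix into each of them. Acute phase genes, which hepatocytes make in inflammation, were higher in hepatocyte-like nuclei of both, at a median log2 ratio of 2.76 and 1.01 to the median of 5 other mice, which lay between -0.48 and 0.48, so immune or blood RNA in the suspension is not the whole cause. RD tumour 1 was at 1.26. An erythroid list took 14511 CPM in RD no tumour 1 and 30694 CPM in WD tumour 2, against 1176 to 10168 CPM in the other 6 libraries. A library batch cannot be told apart from a shared state such as inflammation, since the labels give no batch (r = 0.974). An acute phase response in both mice is a hypothesis found in these data, and the pair splits 2 of the 3 groups in a way that adds to their spread.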
